A study of Mus musculus with 15 samples.

How the data were processed

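RNA from the ileum of 15 adult mice was sequenced in 2 cohorts, taken 8 days or 3 months after tamoxifen, per the labels' protocols. The deposited values are raw read counts per Ensembl gene, 1 column per animal, in 1 table for each cohort. The authors' aligner, counting tool, genome build, annotation release and strand handling are not stated in the labels. Libraries were made from total RNA after ribosomal RNA depletion, per the labels' protocols, while the molecule label names polyadenylated RNA. The transcript Rn7sk, which lacks a poly(A) tail, held 0.878 to 1.46% of the counts of each library. It was chosen after its values were seen. The protocols allow 2 RNA extraction methods and do not say which sample had which, so extraction batches could not be modelled.

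Groups were taken from the genotype and time labels. There were 3 control and 4 mutant samples at 8 days and 4 and 4 at 3 months, and replicates were numbered in deposit order. The labels pair no mutant with a control. Each column was matched to its sample by the sample's title. No per-sample column was left without a sample. Each table held 37620 gene identifiers. Symbols came from GENCODE M21 on GRCm38, which paired 32897 of them (87.45%). Identifiers without a symbol carried 0.675% of the counts. As the authors' build is not stated, this annotation was used for names, neighbours, exon overlap, GC content and length, and no coordinates are printed.

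Each time point was tested alone with the edgeR 4.0.16 quasi-likelihood F test (R 4.3.3, legacy fit), after filterByExpr with its minimum count of 10 and TMM scaling. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are libraries labelled mutant over control on the log2 scale. Counts per 1000000 (CPM) use the TMM-scaled library size, errors of means are SD and errors of fold changes are SE. All tests are two-sided unless stated. The difference between time points was the interaction contrast in a fit of all 15 libraries with 4 group means. Overlap of the lists was tested with Fisher's exact test over genes tested at both times. The control genotypes were compared in a fit of the 8 libraries of 3 months in 3 groups. Gene sets (6 for the study's questions, 8 for other cells, 135 genes) were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over the 14 sets of each comparison. Where every library labelled mutant had 3 counts or fewer, the change is given as a lower bound against the CPM of 3 counts. Principal components used the 500 most variable genes on log2 CPM with a prior count of 2. Figures were drawn with matplotlib 3.10.9.

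The genes named were Rfx6, the genes of the lists, and for each time point the 5 largest rises and 5 largest falls among called genes with a mean log2 CPM of at least 0 and no overlap between groups. Identifiers without names, predicted genes and immunoglobulin or T-cell receptor segments were left out of that ranking. For the difference between time points the 5 genes with the smallest p were named. Abcc8, Pbx4, Defa21, Plet1, Asic5 and Rn7sk fell outside this rule and were chosen after their values were seen. Results for some genes that met the rule are left out of the text. The groups, comparisons, gene sets, naming rule and most alternatives were fixed before the data were examined.

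Alternatives were DESeq2 1.42.0, limma-voom, RLE scaling, scaling without the 20 most counted genes, no filter, a filter of 10 counts in every sample, robust empirical Bayes, 1 surrogate variable (sva 3.50.0), a joint fit of both time points, an absolute log2 fold change of at least 1, Rfx6f/f controls only, and each library left out in turn. Sets were also tested with fry and with an estimated inter-gene correlation. A correction for GC content and length and a B-cell score as covariate were added after seeing the data. The planned sex covariate was not fitted, since all 15 libraries held counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, and Xist had 6 to 26 counts.

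The tests were run first on simulated counts with the real means, library sizes and spread, with 200 genes changed by a log2 fold change of 2, over 5 draws. The edgeR test recovered 92.9% of the changed genes at 8 days (17493 genes), 95.8% at 3 months (17085 genes) and 86.0% for the interaction (17959 genes), and 7.22%, 3.20% and 4.63% of its calls were false. Of DESeq2's calls, 21.9% at 8 days and 17.6% at 3 months were false, and of limma-voom's 6.34% and 3.12%. In a single further draw per time point, with the serotonin programme shifted by a log2 value of 1, camera was run on the 14 sets. It gave that set an adjusted p of 7.8e-32 at 8 days and 1.9e-54 at 3 months and called 0 other sets. The simulated genes were drawn independently, so this does not show how often camera calls sets falsely where genes of a set are correlated.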

Results

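Total RNA from the ileum, the last part of the small intestine, was sequenced in 15 adult mice. Rfx6 (ENSMUSG00000019900) encodes a transcription factor of hormone-producing (enteroendocrine) cells. In the animals labelled mutant, both Rfx6 alleles carried loxP sites and a tamoxifen-inducible Cre recombinase was expressed from the Villin promoter, which is active in the intestinal epithelium. Control animals carried loxP-flanked Rfx6 without the recombinase. Ileum was taken 8 days or 3 months after tamoxifen. The 8-day cohort had 3 control and 4 mutant libraries, and the 3-month cohort had 4 and 4. All 8-day controls were Rfx6f/f. At 3 months 2 controls were Rfx6f/f and 2 were Rfx6f/+. The deposited values were raw counts for 37620 gene identifiers, of which 9703 had no count in any of the 15 libraries. Library totals, in units of 1000000 counts, ranged from 30.5 to 54.5 at 8 days and from 26.1 to 36.3 at 3 months. A gene at 3 counts therefore stood at 0.0551 to 0.0985 counts per 1000000 (CPM) at 8 days and at 0.0827 to 0.115 CPM at 3 months. These floors cover counting error only. Within each group, the counts of any pair of libraries differed by more than sampling noise, with a lowest chi-square per degree of freedom of 12.1, and each library was counted as 1 replicate.

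The first comparison asked whether Rfx6 itself was reduced in the libraries labelled mutant. It was not. At 8 days Rfx6 stood at 50, 50 and 84 counts in the controls and at 80, 105, 63 and 44 counts in the libraries labelled mutant. In CPM these were 1.5 ± 0.13 (SD, n = 3) and 1.71 ± 0.272 (SD, n = 4). The log2 fold change was 0.19 (SE 0.18), a difference within the spread between replicates (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.867). At 3 months the counts were 51, 52, 38 and 43 in the controls and 106, 72, 89 and 65 in the libraries labelled mutant, or 1.59 ± 0.133 (SD, n = 4) against 2.62 ± 0.526 CPM (SD, n = 4). The log2 fold change was 0.72 (SE 0.17, edgeR quasi-likelihood adjusted p 0.0347), so Rfx6 was higher. With Rfx6f/f controls only it was 0.67 with an adjusted p of 0.239. Over its 20 alternatives the adjusted p ran from 0.00964 to 0.239. The difference between the effects at the 2 time points was 0.50 (SE 0.24, edgeR quasi-likelihood adjusted p 0.309). The counts are totals per gene, and reads over the deleted exons were not analysed here. Because the targeted gene did not fall, the groups are called by their labels in every direction reported from here on.

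**Figure D1:**
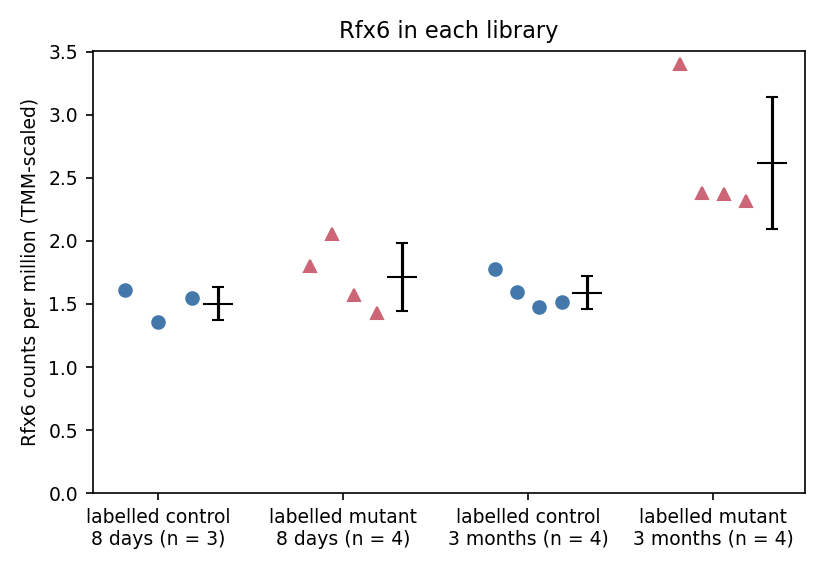
Rfx6 in TMM-scaled CPM in each of the 15 libraries, by label and time point, with the mean ± SD beside the points. The 4 libraries labelled mutant at 3 months lie between 2.3 and 3.4, all above the 4 controls, which lie between 1.48 and 1.77, while the 8-day groups overlap.

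The second comparison asked which transcripts differed between libraries labelled mutant and control 8 days after tamoxifen. Of 17493 genes tested, 16 passed an adjusted p of 0.05 (edgeR quasi-likelihood test), 6 of them higher and 10 lower in the libraries labelled mutant. At an unadjusted p under 0.05 there were 1540. Of the 35 splits of these 7 libraries into groups of 3 and 4, 2 gave at least 16 genes, the real split included. DESeq2 moved this count most among the other tests and filters, to 181, with 62.4% of them higher. On simulated counts it also made more false calls, as given with the processing. The largest falls among genes eligible for naming were in the peptide hormone genes Gip, Gcg and Cck, followed by Pax6 and Gfra3. Gip (ENSMUSG00000014351) fell from 7.45 ± 2.80 CPM (SD, n = 3) to 0 to 2 counts per library, which is at least 76.3-fold lower when the floor of 3 counts is used (edgeR quasi-likelihood adjusted p 0.00100). Gcg (ENSMUSG00000000394), which encodes proglucagon, fell from 40.7 ± 3.96 CPM (SD, n = 3) to 2.29 ± 1.08 CPM (SD, n = 4), a log2 fold change of -4.15 (SE 0.32, adjusted p 0.00342). Cck (ENSMUSG00000032532) fell from 4.20 ± 0.698 to 0.439 ± 0.157 CPM, a log2 fold change of -3.28 (SE 0.27, adjusted p 0.00342). Ghrl was at 0 to 2 counts in the libraries labelled mutant and at least 12.7-fold lower, and Isl1 was at least 13-fold lower (adjusted p 0.00342 for each). Sst changed by -1.61, Pax6 by -1.87, Gfra3 by -1.64 and Abcc8 by -1.2 on the log2 scale, with adjusted p between 0.00670 and 0.0265. The tenth gene that fell has an identifier without a symbol. In the libraries labelled mutant, Fbp1 was higher by 1.90 (SE 0.15), Cyp2u1 by 1.84 (SE 0.18), BC064078 by 1.74 (SE 0.17), Sis by 1.74 (SE 0.23), Stxbp5l by 1.61 (SE 0.16) and Pbx4 by 1.30 (SE 0.15) on the log2 scale, with adjusted p from 0.00342 to 0.0433. Nts, Pyy, Sct and Insl5 had lower means in the libraries labelled mutant without passing the threshold. Nts stood at 49.3 ± 6.5 against 10.0 ± 7.11 CPM (log2 fold change -2.30, SE 0.49, adjusted p 0.315) and Pyy at 21.1 ± 2.95 against 3.38 ± 2.42 CPM (log2 fold change -2.65, SE 0.51, adjusted p 0.201).

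**Figure D2:**
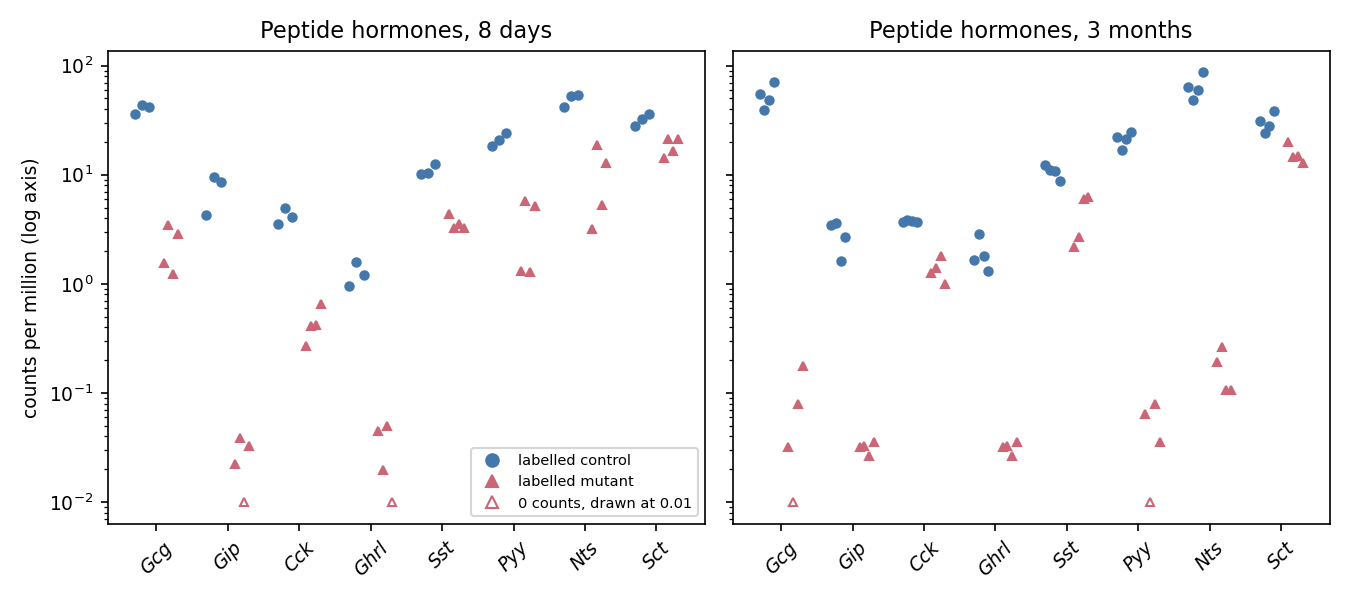
CPM of 8 peptide hormone genes in each library on a log axis, at 8 days (left) and 3 months (right). Blue circles are controls, red triangles are libraries labelled mutant, and open triangles at 0.01 stand for 0 counts, and at both time points every library labelled mutant lies below every control for each of the 8 genes, and in the libraries labelled mutant Gcg, Pyy and Nts lie lower at 3 months than at 8 days.

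The same comparison at 3 months gave 1586 of 17085 genes at an adjusted p under 0.05 (edgeR quasi-likelihood test), 848 higher and 738 lower in the libraries labelled mutant. Of these, 341 had an absolute log2 fold change of at least 1, 170 higher and 171 lower. The controls used moved this count most. With the Rfx6f/f controls only it was 36, and with DESeq2 it was 2929. The 5 largest falls among genes eligible for naming were all peptide hormones. Gcg fell from 53.1 ± 13.3 to 0.0725 ± 0.0776 CPM (SD, n = 4 in each group), with a log2 fold change of -9.47 (SE 0.39) and an edgeR quasi-likelihood adjusted p of 9.7e-06. Nts (ENSMUSG00000019890) fell from 64.7 ± 16.2 to 0.168 ± 0.0760 CPM (log2 fold change -8.58, SE 0.29, adjusted p 4.0e-06). Pyy (ENSMUSG00000017311) was at 548 to 697 counts in the controls and at 0 to 3 counts in the libraries labelled mutant, at least 191-fold lower (adjusted p 4.0e-06). Gip and Ghrl were at 1 count in each library labelled mutant, at least 25.9-fold and 17.2-fold lower (adjusted p 0.000140 and 0.000285). Cck, Sst and Sct changed less, by -1.46, -1.32 and -0.97 on the log2 scale (adjusted p 0.00464, 0.0407 and 0.0165). Insl5 stood at 3 to 16 counts in the controls and at 0 or 1 in the libraries labelled mutant, at least 2.22-fold lower, and was removed by the filter on low counts. Among the largest rises were Dmp1 with a log2 fold change of 4.79 (SE 0.52), Slc2a2 with 4.23 (SE 0.32), Apoa4 with 3.42 (SE 0.28) and Clec1b with 3.11 (SE 0.31). Their adjusted p ran from 0.000555 to 0.00269. Apoa4, Clec1b, Ghrl, Cyp2u1, Neurog3, Neurod1, Nkx2-2 and Olfr558 share exon sequence with another annotated gene. Their counts are uncertain where the authors' counting did not use strand or split such reads. For Clec1b and Neurod1 such a gene lies on the same strand, so counting by strand alone would not resolve them.

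Several endocrine genes moved the other way, among them genes of the serotonin programme of enterochromaffin cells, the serotonin-producing endocrine cells. At 3 months Tph1, which encodes the rate-limiting enzyme of serotonin synthesis, stood at 8.10 ± 2.87 CPM in controls and 29.6 ± 3.18 CPM in libraries labelled mutant (SD, n = 4 each; log2 fold change 1.87, SE 0.22, edgeR quasi-likelihood adjusted p 0.00408). Chga rose from 31.8 ± 3.90 to 94.9 ± 5.52 CPM (log2 fold change 1.58, SE 0.09, adjusted p 8.8e-05), and Chgb from 68.1 ± 14.2 to 233.4 ± 31 CPM (log2 fold change 1.78, SE 0.15, adjusted p 0.000798). Lmx1a changed by 1.80, Ddc by 0.70 and Slc18a1 by 0.66 on the log2 scale, with adjusted p of 0.00707, 0.0291 and 0.00764. Tac1 did not differ (log2 fold change -0.09, SE 0.26, adjusted p 0.842), and its sign changed with the controls used. At 8 days Tph1 (0.66), Lmx1a (0.80), Chga (0.31) and Chgb (0.37) had higher means without passing the threshold (adjusted p 0.379, 0.201, 0.704 and 0.538). Among the endocrine transcription factors at 3 months, Pax4 rose by 1.94 and Nkx2-2 by 1.15, and Pax6 changed by -2.24 and Isl1 by -3.37 on the log2 scale (adjusted p 0.0168, 0.0326, 0.00606 and 0.00138). Neurog3 (0.94, adjusted p 0.0581) and Neurod1 (0.73, adjusted p 0.0785) did not pass. Gpr119, a lipid receptor, was at 3 to 17 counts in the controls and 0 in the libraries labelled mutant, at least 3.28-fold lower, and was below the filter for testing. Ffar1 changed by -2.41 (adjusted p 0.0442) and Scgn by -0.71 (adjusted p 0.0223).

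**Figure D3:**
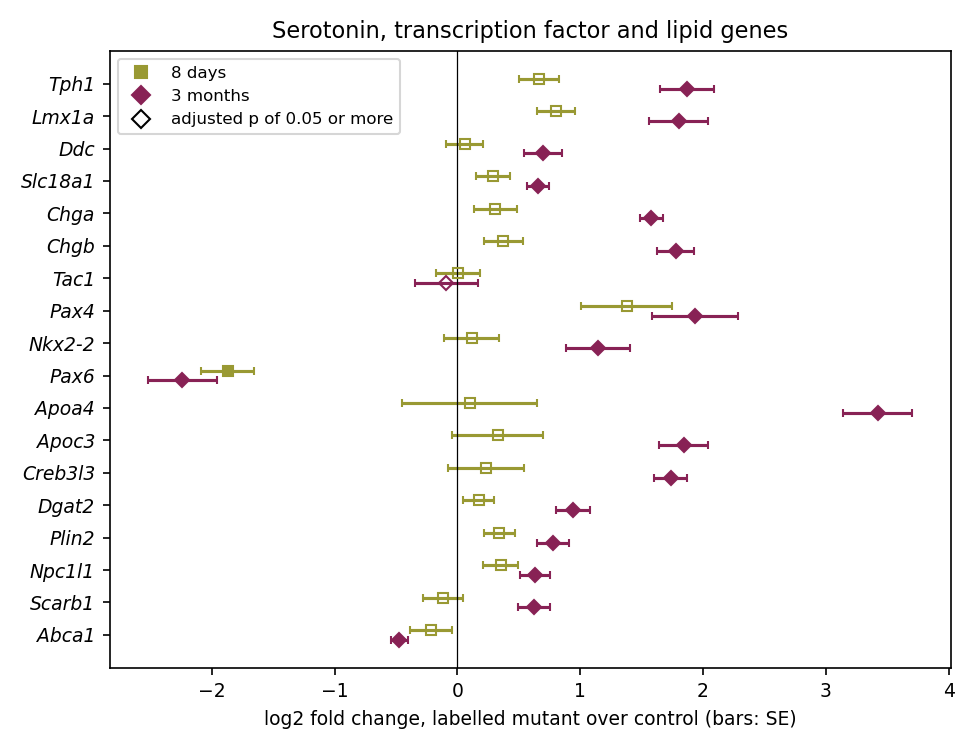
Log2 fold change of 18 listed genes, libraries labelled mutant over controls, with SE bars; squares are 8 days, diamonds are 3 months, and open symbols have an adjusted p of 0.05 or more. At 3 months Apoa4 lies at 3.42, Tph1 at 1.87, Chga at 1.58, Pax6 at -2.24 and Tac1, whose sign changed with the controls used, at -0.09, and at 8 days Pax6 has the one filled symbol.

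Genes of lipid absorption were the remaining part of the list fixed before the data were examined. At 3 months Apoc3 (1.84, adjusted p 0.00269), Creb3l3 (1.74, adjusted p 0.000555), Dgat2 (0.94, adjusted p 0.00934), Plin2 (0.78, adjusted p 0.0143), Npc1l1 (0.63, adjusted p 0.0192) and Scarb1 (0.62, adjusted p 0.0239) had positive log2 fold changes by the edgeR quasi-likelihood test, and Abca1 had a negative one (-0.47, adjusted p 0.00938). The goblet cell gene Muc2 stood at 1590 ± 188 CPM in controls and at 3072 ± 645.5 CPM in libraries labelled mutant (log2 fold change 0.95, adjusted p 0.0144). Over the 6 lists of study genes together, 7 of the 70 genes tested at 8 days and 29 of the 66 tested at 3 months passed when adjusted over all genes. Adjusted over the lists alone, 18 and 35 passed.

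Each of 14 gene sets was tested with camera, which asks whether a set's genes shift relative to all others. At 8 days the 9 peptide hormone genes had a mean log2 fold change of -3.45 (camera adjusted p 2.8e-100), all 9 lower. Nutrient receptors (-0.95, adjusted p 3.3e-05, 4 of 7 genes lower) and endocrine secretory machinery (-0.21, adjusted p 0.0126, 10 of 12 lower) had lower means, and the serotonin programme had a higher one (0.24, adjusted p 0.00816, 6 of 7 higher). Endocrine transcription factors had a mean of -0.46 (adjusted p 0.000184), but 7 of 13 genes were higher and the median was 0.065. Lipid absorption did not move (-0.01, adjusted p 0.879). At 3 months the mean for peptide hormones was -5.32 over 8 tested genes (adjusted p 1.3e-84), that for the serotonin programme was 0.98 with 6 of 7 genes higher (adjusted p 2.1e-13) and that for lipid absorption was 0.57 with 17 of 22 genes higher (adjusted p 9.6e-09). Endocrine secretory machinery (0.11, adjusted p 0.363), endocrine transcription factors (0.13, adjusted p 0.254) and nutrient receptors (-0.38, adjusted p 0.416) did not pass. The filter left 4 of 8 nutrient receptors at 3 months. With no filter, nutrient receptors had a mean of -1.83 (adjusted p 0.000825, in a range of 5.3e-05 to 0.599 over the alternatives) and endocrine transcription factors one of -0.33. Of the 8 sets for other cells, proliferation (-0.16 at 8 days, -0.27 at 3 months), smooth muscle (0.33 and 0.40) and immune cells (0.80 and -0.68) passed at both time points with adjusted p from 0.000597 to 0.0233. By fry or with an estimated inter-gene correlation they did not pass, with adjusted p up to 0.601, except immune cells at 3 months by fry (adjusted p 0.0453, in a range of 0.00549 to 0.308). With the inter-gene correlation estimated from the data, peptide hormones passed at both time points and the serotonin programme passed at 3 months, and the remaining study sets did not pass.

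**Figure D4:**
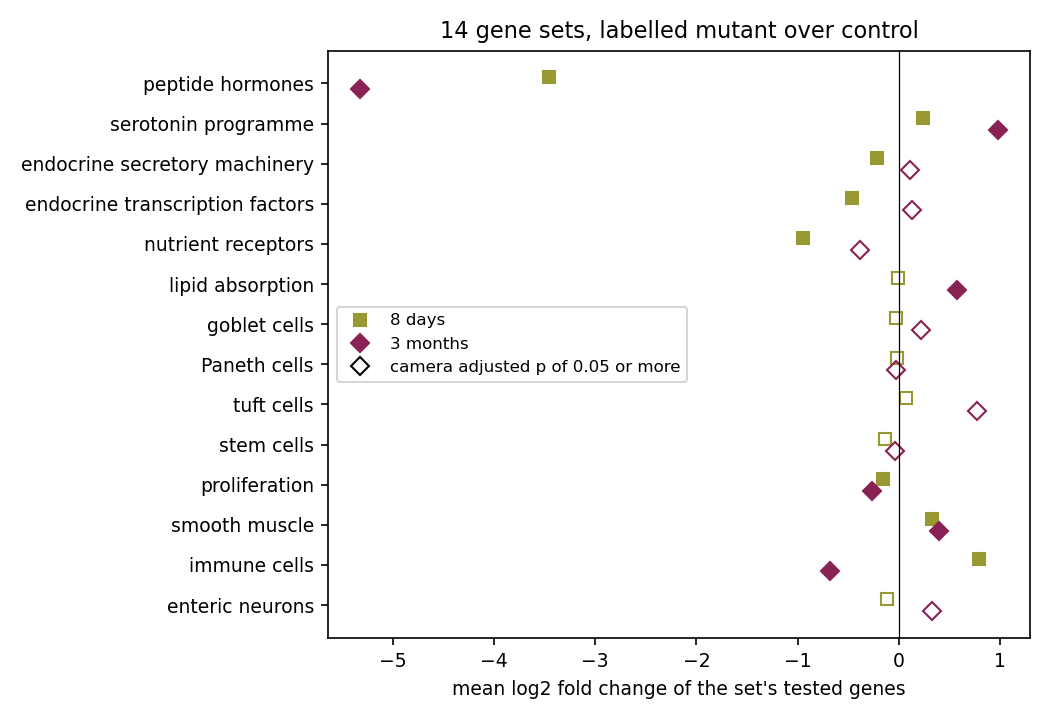
Mean log2 fold change of the tested genes of each of 14 gene sets, libraries labelled mutant over controls; squares are 8 days, diamonds are 3 months, and open symbols have a camera adjusted p of 0.05 or more. Peptide hormones lie at -3.45 and -5.32, the serotonin programme lies at 0.24 and 0.98, and endocrine transcription factors at 3 months lie at 0.13, or at -0.33 without the filter on low counts.

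The fourth comparison asked whether the effect of the label differed between the time points. In one fit of all 15 libraries, 141 of 17959 genes differed at an adjusted p under 0.05 (edgeR quasi-likelihood interaction test), 68 with a more positive and 73 with a more negative effect at 3 months. The balance of directions moved with the method. DESeq2 gave 1019, 421 more positive and 598 more negative, and 10 to 749 were found when each library was left out in turn, with 27.5 to 68.3% of them more positive. The 5 with the smallest p were BC064078 (difference -2.30, SE 0.19, adjusted p 0.000122), Olfr558 (1.73, SE 0.20, adjusted p 0.00383), Gcg (-5.34, SE 0.64, adjusted p 0.00383), Nts (-6.30, SE 0.78, adjusted p 0.00409) and Scn3a (1.10, SE 0.14, adjusted p 0.00479). BC064078 was higher at 8 days (1.74) and lower at 3 months (-0.54, adjusted p 0.0278). Olfr558 and Scn3a did not differ at 8 days (0.14 and -0.11) and rose at 3 months by 1.88 and 1.01. By camera, 8 of the 14 sets differed between the time points, and for 7 of these 8 at least 5 of 100 draws of random labels gave a p as small. These draws keep the label's own effect where they come near the real labels, so they do not isolate the difference. The cohorts were deposited as separate tables, and time after tamoxifen cannot be told apart from cohort in these data.

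Both lists were then set against each other. Of 16810 genes tested at both times, 14 were called in both, against 1.49 expected by chance (odds ratio 68.7, Fisher's exact test, two-sided p 3.4e-13). Of these, 13 had the same direction, 4 higher and 9 lower, and BC064078 had the opposite one. Over all 16810 genes, the log2 fold changes at the 2 times were almost uncorrelated (Pearson 0.026, Spearman 0.086). The genes lower at both times were Gip, Ghrl, Isl1, Gcg, Cck, Pax6, Gfra3, Sst and Abcc8, and those higher were Stxbp5l, Sis, Cyp2u1 and Fbp1. At 3 months Stxbp5l had a log2 fold change of 3.10, Fbp1 of 3.08, Sis of 2.47 and Cyp2u1 of 2.43. When each library of 8 days was left out in turn, Sis and Gfra3 lost their 8-day call in 6 of 7 fits and Pax6 and Abcc8 in 5 of 7, and with each library of 3 months left out Gfra3 lost its 3-month call in 7 of 8 fits. BC064078 lost its 8-day call in 2 of 7 fits and its 3-month call in 4 of 8. DESeq2 gave 75 genes with the same direction and the stricter filter gave 7.

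**Figure D5:**
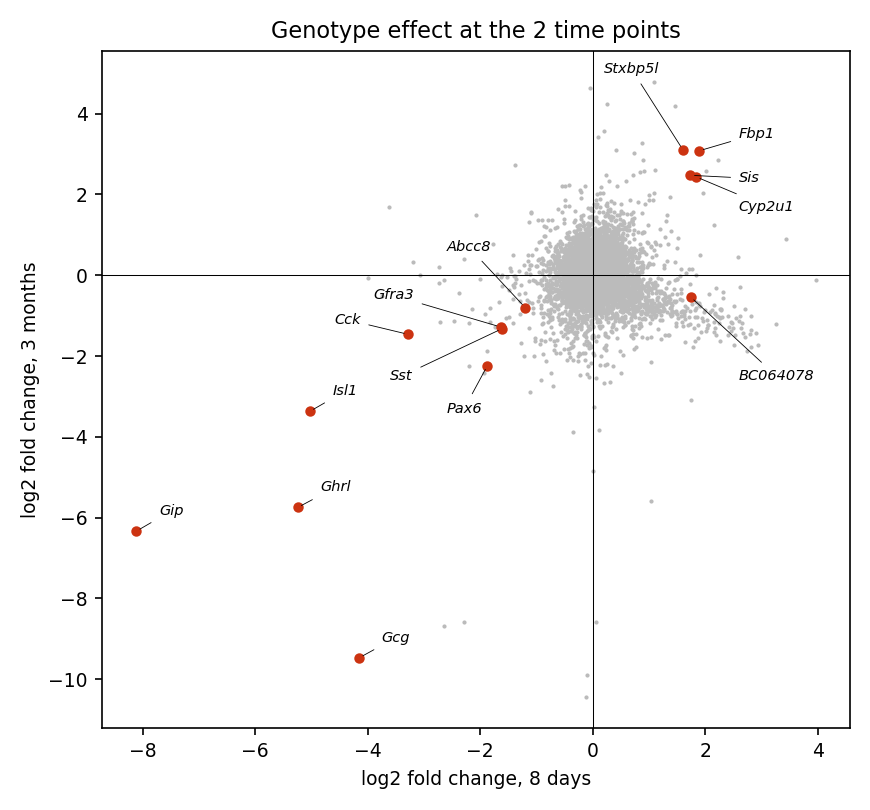
Log2 fold change at 8 days (x axis) against 3 months (y axis) for genes tested at both times, in grey; the 14 genes called at both times are in red and named. Of these, 9 lie in the lower left, 4 in the upper right, and BC064078 lies at 1.74 and -0.54.

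The last comparison asked whether the 2 control genotypes at 3 months differed. No gene of 17780 passed an adjusted p of 0.05 between the 2 Rfx6f/f and the 2 Rfx6f/+ controls (edgeR quasi-likelihood test with the spread shared with the libraries labelled mutant), and 1220 had an unadjusted p under 0.05. DESeq2 called 41 genes in this comparison. On the first principal component of the 500 most variable genes, which held 37.6% of the variance at 3 months, controls lay between 12.6 and 25.4 and libraries labelled mutant between -25.7 and -15.6. At 8 days that component held 41.7% and the labels overlapped, with control replicate 3 at -1.84 and mutant replicate 1 at 11.2.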

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

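Tests on the number of genes called at 8 days, on BC064078, on the labels of the libraries and of Rfx6 against Chga were chosen only after the results they address were seen, and the counts over other splits of the libraries were planned before.

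Of 165 checks for a sample far from the others of its group, 11 stood out, against 8.25 that chance gives at 1 in 20. Only groups of 4 libraries were checked, so the 3 controls of 8 days were not. At 3 months, Rfx6 was 3.4 CPM in mutant replicate 1 against 2.31 to 2.38 in the other 3. The tuft cell score (mean log2 CPM) was 2.36 in control replicate 2 against 0.956 to 1.19, and in that library Creb3l3 was 49.9 CPM against 62.6 to 63.9 and Sis 1364 against 1942 to 2002. In control replicate 4, Neurog3 was 1.13 CPM against 0.661 to 0.738, Tac1 16.3 against 36.9 to 38.9 and Scn3a 6.02 against 5.36 to 5.43. Slc2a2 was 5.71 CPM in control replicate 1 against 3.24 to 3.38. In mutant replicate 3, Apoc3 was 54.5 CPM against 90.8 to 91.8 and Clec1b 2.80 against 1.67 to 1.85. At 8 days, Lmx1a was 2.47 CPM in mutant replicate 4 against 2.21 to 2.23. The number that stood out is near what chance gives for independent checks. These checks share libraries and related genes, so that rate is only a guide. No technical or biological explanation was tested for any single one.

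Rfx6 was not lower in the libraries labelled mutant. Gip placed 15 of 15 libraries on the side of their label, but it was already known to separate the groups when it was chosen, so exchanged labels were not excluded by it. Scores (mean log2 CPM) of the peptide hormone set, fixed before the data were examined, argue against an exchange of single libraries. At 8 days they were 2.92 to 3.25 in controls and -0.45 to 0.38 in libraries labelled mutant. At 3 months they were 3.47 to 3.68 and -1.28 to -0.95. An exchange of all labels within a time point is not addressed by these scores. Reads from an overlapping gene were tested with the annotation, in which 0 genes share exon sequence with Rfx6. A larger number of endocrine cells that still transcribe the locus is a candidate explanation. The Rfx6 log2 fold change at 3 months minus that of Chga was -0.86. Chga was chosen because it rose, so a negative difference could be foreseen and cannot settle this explanation. At 8 days Rfx6 did not fall either, and Chga did not pass the threshold there. The rise at 3 months had a log2 value of 0.72 (edgeR adjusted p 0.0347), was seen in 4 of 4 libraries, and 1 of 35 splits of the 3-month libraries, the real one, gave a p as small. At 8 days 10 of 35 splits did. Reads over the deleted exons were not analysed here, so the deletion itself was neither shown nor excluded.

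The effect of the label differed between the time points for 141 genes, and 4 of 100 draws of labels within each time point gave as many, the real one included. The differences in mean log2 fold change were -1.80 for peptide hormones, 0.72 for the serotonin programme, 0.30 for endocrine secretory machinery, 0.28 for endocrine transcription factors, 0.57 for lipid absorption, 0.24 for goblet cells, -1.50 for immune cells and 0.43 for enteric neurons. Their camera adjusted p ran from 3.8e-06 to 0.0326. For peptide hormones the median was -0.56, with 6 of 9 genes more negative at 3 months and 3 more positive. Gcg (-5.34), Nts (-6.30) and Pyy (-6.08) lay far below that median, while Cck differed by 1.79 (edgeR interaction adjusted p 0.0265). Random labels gave a p as small in 29 of 100 draws for peptide hormones, 5 for the serotonin programme, 15 for secretory machinery, 14 for lipid absorption, 13 for goblet cells, 7 for immune cells and 30 for enteric neurons. For endocrine transcription factors 1 of 100 draws did, and for nutrient receptors, which did not pass, 59 did. A draw near the real labels at one time point and far from them at the other keeps the label's own effect in one cohort, so these draws do not isolate the difference between time points, and no other test of these sets by draws was run. Time after tamoxifen and cohort are the same split of the libraries, so an age, batch or time effect cannot be told apart.

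The genes with the smallest p for this difference were BC064078 (-2.30), Olfr558 (1.73), Gcg (-5.34), Nts (-6.30) and Scn3a (1.10). Olfr558 belongs to a multigene family and shares exon sequence with a gene on the other strand, so its reads are uncertain, and this was not tested further. For Gcg and Nts the fall was in the same direction at both times, in 4 of 4 libraries labelled mutant at each. BC064078 was higher at 8 days (1.74) and lower at 3 months (-0.54). Its 3-month call was lost in 4 of 8 leave-one-out fits, and its 8-day call in 2 of 7. Over 20 alternatives the 3-month value stayed negative (-0.67 to -0.46), with an adjusted p up to 0.151. A strain haplotype around the gene is a candidate explanation. The 10 neighbouring genes had a mean absolute difference of 1.13 against a median of 0.298 over 10000 random windows, at percentile 98.6, and 5 of them were higher at 8 days and lower at 3 months. Several neighbours are genes of immune cells, so a change in those cells cannot be told apart from a haplotype.

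Far fewer genes were called at 8 days (16) than at 3 months (1586). Lower depth was not the case, since the median library at 8 days was 1.34 times that at 3 months. With 3 controls at 3 months the lowest count was 391, so the number of controls alone did not give a count as low as at 8 days. The median absolute log2 fold change was 0.103 at 8 days and 0.178 at 3 months, a difference of -0.0754, which is consistent with smaller effects at 8 days but is not independent of the counts. Variable lymphoid tissue was tested with a B-cell score as covariate, which gave 9 calls, and 35 of 50 random covariates gave at least as many. Of the 35 splits of the 8-day libraries, 2 gave at least 16 genes. The other gave 325, with mutant replicates 2, 3 and 4 on one side, and follows the B-cell score, which was 3.82 to 4.94 in those 3 and 1.02 to 2.51 in the rest. That split differs from the real one by 1 library, so it keeps much of the label's effect, and the remaining splits gave at most 8 genes. By the count alone, the label at 8 days cannot be told apart from the difference in B-cell score. At 3 months 1 of 35 splits, the real one, gave as many, and the next highest gave 5.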

How the results depend on the processing

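The tests with random covariates were chosen only after the result was seen, and the GC content and length correction and the B-cell covariate were added as alternatives after seeing the data. Over 1908 alternative values of all results, 1638 stayed on the same side of the threshold and in the same direction (or within 1.5 times the count), 193 weakened, 22 strengthened, 46 moved and 9 reversed. RLE scaling moved no named gene or set across the threshold and reversed none, and scaling without the 20 most counted genes, run on genes and not on sets, did so for no named gene, but single calls changed. At 3 months 1561 of the 1586 calls remained with RLE and 1568 without the 20 genes, and for the difference between time points 136 of 141 remained with RLE. The cause was not tested for any change below unless a value is given.

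DESeq2 called 181 genes at 8 days (62.4% of them higher), 2929 at 3 months, 1019 for the difference between time points, 75 at both times and 41 between control genotypes. On simulated counts 21.9% of its 8-day calls were false. Limma-voom gave 41 for the difference between time points (25 more positive, 16 more negative). With no filter there were 27 at 8 days, 223 for the difference and 20 at both times, and with 10 counts in every sample 248 for the difference and 7 at both. The surrogate variable gave 516 for the difference (180 more positive, 336 more negative), and the joint fit gave 25 at 8 days. The B-cell covariate gave 9 at 8 days and 244 at 3 months (72.5% higher, against 53.5% of the 1586), and 11 of 50 random covariates gave 244 or fewer. An absolute log2 fold change of at least 1 left 341 at 3 months. The 4 controls alone gave 1 gene between control genotypes, where the planned comparison gave 0 with 1220 at an unadjusted p under 0.05.

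With Rfx6f/f controls only, 36 genes were called at 3 months (35 of them among the 1586), 5 for the difference and 7 at both times. Of the 5 other pairs of controls, 2 called as few (24 and 34), and the others called 95, 111 and 416. The 3 pairs with the lowest counts all hold control replicate 4, and without that library 1521 genes were called, against 391 to 412 without replicate 1, 2 or 3, so the number of controls cannot be told apart from that library. Leaving out each library in turn gave 8 to 200 genes at 8 days, 391 to 1521 at 3 months, 10 to 749 for the difference and 7 to 23 at both times. All 16 genes called at 8 days were among the 200.

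Rfx6 at 3 months stayed positive and no longer passed with 1 surrogate variable (0.66), the B-cell covariate (0.80), Rfx6f/f controls only (0.67) and in 6 of 8 leave-one-out fits, which ran from 0.56 to 0.77. Its adjusted p ran from 0.00964 to 0.239 over 20 alternatives.

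Among sets at 8 days, the serotonin programme (0.24) did not pass with fry or an estimated correlation, nor in 2 of 7 leave-one-out fits (0.17 to 0.34, adjusted p 0.000834 to 0.391 over all alternatives). Endocrine secretory machinery (-0.21) did not pass with fry or an estimated correlation, nor in 3 of 7 (-0.33 to -0.13, adjusted p 0.000141 to 0.488). With an estimated correlation, endocrine transcription factors (-0.46, adjusted p up to 0.0514) and nutrient receptors (-0.95, up to 0.0563) did not pass at 8 days, nor did lipid absorption at 3 months (0.57, up to 0.148). Lipid absorption at 8 days ran from -0.11 to 0.078 over leave-one-out fits and so changed sign without passing. At 3 months endocrine transcription factors reversed to -0.33 with no filter. Nutrient receptors passed with no filter (-1.83), with Rfx6f/f controls only (-2.22) and in 3 of 8 leave-one-out fits (-1.50 to -0.36), with an adjusted p from 5.3e-05 to 0.599. The filter left 4 of the 8 receptors, so low counts limit this result.

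Tac1 at 3 months changed sign with Rfx6f/f controls only (0.21) and in 2 leave-one-out fits (-0.31 to 0.0028). Defa21 at 8 days, at -0.09, became 0.14 with the B-cell covariate. None of these passed. Among the other named results, 31 weakened with Rfx6f/f controls only, 26 with the B-cell covariate and 1 with DESeq2, under which 7 strengthened. Named calls were also lost when each library was left out in turn. At 8 days Sis and Gfra3 no longer passed in 6 of 7 fits, and Pax6, Abcc8 and Pbx4 in 5 of 7. At 3 months Gfra3 and Ffar1 no longer passed in 7 of 8, Nkx2-2 and Defa21 in 6 of 8, and Sst and Ddc in 5 of 8. BC064078 no longer passed in 2 of 7 fits at 8 days and in 4 of 8 at 3 months.

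No paired analysis was possible because the labels pair no mutant with a control. The sex covariate could not be fitted, as all 15 libraries had Y-linked counts, and no library was left out of the control genotype comparison, since a group would then hold 1 sample. GC content and length were known for 95.2% of the genes tested at each time point.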

Other observations

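Tests on GC content and length, T and NK cells and Defa21 were chosen only after the results they address were seen, and Defa21, Plet1 and Asic5 were singled out after their values were seen.

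Counts over other splits of the libraries were made for each set. Splits that differ from the real one by few libraries keep part of the label's effect. At 8 days, 1 of 35 splits gave a camera p as small for peptide hormones and 1 for endocrine transcription factors, the real one in each case. There were 2 for nutrient receptors, 4 for the serotonin programme, 9 for secretory machinery, 34 for lipid absorption, 17 for proliferation, 14 for smooth muscle and 11 for immune cells. At 3 months, 1 of 35 did for peptide hormones, the serotonin programme and lipid absorption, 21 for secretory machinery, 15 for transcription factors, 9 for nutrient receptors, 6 for proliferation, 17 for smooth muscle and 6 for immune cells. For the genes called at both times in a common direction, 1 of 100 draws, the real one, gave as many as 13. No other 3-month split called more than 5 genes, so draws without the real 3-month split could not reach 13. These draws therefore do not test the overlap itself.

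Genes of enterocytes and lipid handling were higher at 3 months, with lipid absorption at 0.57 in 17 of 22 genes. Tissue taken closer to the duodenum was tested with proximal markers, which had a mean log2 fold change of 0.24 and did not pass (camera adjusted p 0.295, with 18 of 35 splits as small). At 8 days they were lower, at -1.10 in 7 of 8 genes (adjusted p 0.000363, 0.283 at an estimated correlation and 0.230 by fry). At 3 months ileal bile acid transport genes were lower (-0.66, adjusted p 7.3e-05, 0.111 at an estimated correlation, 0.00718 by fry, 5 of 6 genes), and 1 of 35 splits, the real one, did as much. More proximal tissue predicts lower ileal genes too, so it was not excluded. PPAR-alpha targets not used to find the pattern were higher by 0.68 (10 of 10 genes, camera adjusted p 0.000633), but with an adjusted p of 0.376 at an estimated correlation and 0.129 by fry, and 11 of 35 splits gave a p as small. Cholesterol synthesis genes were higher by 0.32 (10 of 10 genes, adjusted p 0.000728, 0.386 and 0.129 by the same tests), and 10 of 35 splits did as much. At 8 days PPAR-alpha targets were also higher (0.24, 9 of 10 genes, camera adjusted p 7.3e-05, 0.260 at an estimated correlation, 0.129 by fry). So were cholesterol synthesis genes (0.14, 9 of 10 genes, adjusted p 0.00388, 0.386 and 0.235 by the same tests). Lipid absorption did not move then (-0.01), so at 8 days these sets rose without it. Both sets may contribute at 3 months, and neither was set apart from other splits of the libraries. After removing trends with GC content and length, 1296 genes were called at 3 months, 1161 of them among the 1586, so these trends did not account for most calls.

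Interferon-inducible genes were lower at 3 months. Interferon gamma genes not used to find this were lower by a mean log2 fold change of -1.43 in 13 of 13 genes (camera adjusted p 2.9e-21, 0.111 at an estimated correlation, 0.00718 by fry), and 1 of 35 splits, the real one, gave a p as small. T and NK cell markers had a mean of -1.43 in 8 of 8 genes (adjusted p 1.5e-08, 0.205 and 0.0157), and 2 of 35 splits did as much. Fewer T and NK cells in the tissue is a candidate explanation, and it cannot be told apart from a lower interferon response.

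Without mutant replicate 1, 200 genes were called at 8 days, 184 more, of which 174 were higher. Lymphoid tissue in some libraries is a candidate explanation. Of 9 tested B-cell markers, 8 were among the added calls against 0.0952 by chance (Fisher's exact test, one-sided p 1.2e-15). This test treats the markers as independent, though markers of the same cells can rise and fall together, so its p overstates the evidence. The B-cell score of mutant replicate 1 was 1.16, against 3.82 to 4.94 in the other libraries labelled mutant, so leaving it out favoured such calls. The B-cell set had a mean log2 fold change of 2.37 at 8 days in 9 of 9 genes (camera adjusted p 2.0e-11, 0.205 at an estimated correlation, 0.190 by fry), and 5 of 35 splits gave a p as small. At 3 months it was -1.25, lower in 9 of 9 genes (adjusted p 0.000629, 0.386 and 0.151), with 13 of 35 splits.

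Defa21, a member of a multigene family, had 12674, 0, 13335 and 17 counts in the 3-month controls and 1, 7, 19 and 5 in the libraries labelled mutant, and at least 10373 in each 8-day library. It was called at 3 months (log2 fold change -9.88, edgeR adjusted p 0.0443, and 9.3e-05 to 0.663 over its alternatives). A strain haplotype is a candidate explanation. Of 10 neighbouring genes, 1 (Gm14851) split the same libraries by 10-fold or more, which 0.11% of random windows did. That gene was seen before the test and is a related sequence, so shared reads cannot be told apart from a haplotype. Below that limit, Defa22 was also higher in control replicates 1 and 3 (462 and 545 CPM) than in the rest (at most 156 CPM). Gm15293 was too, at 1.11 and 1.75 CPM against at most 0.528 CPM. The remaining neighbours did not separate these libraries. Of draws of 2 of the 8 libraries, 21.4% take 2 controls. Plet1 ranged from 256 to 5736 counts in the 3-month controls and from 46 to 102 in the libraries labelled mutant (-5.59, adjusted p 0.00904, and 1.0e-10 to 0.1001 over its alternatives), and shares exon sequence with a gene on the other strand. Asic5 had 0 counts in all 8 libraries labelled mutant, 7 to 17 in the 8-day controls and 10 to 13 in the 3-month controls, at least 3.10-fold and 3.46-fold lower. No explanation was tested for Plet1 and Asic5.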
